A study of Arabidopsis thaliana with 24 samples.

How the data were processed

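Gene expression was measured by RNA sequencing in 24 libraries from Arabidopsis thaliana roots. The libraries form 8 groups of 3. The groups combine 2 genotypes, the wild type Col-0 and a line carrying an estradiol-inducible artificial microRNA against TOR (amiR-TOR), with or without estradiol, and with NPA or IAA. TOR encodes a protein kinase, NPA blocks auxin transport, and IAA is the natural auxin. Per the labels' protocols, seedlings aged 7 d received 10 µM NPA for 24 h. They then spent another 24 h on NPA with 10 µM estradiol or the solvent DMSO. Finally they were moved to 10 µM IAA, again with estradiol or solvent, or stayed where they were, and roots were collected 6 h later. The labels' treatment protocol ends with text on other plates and harvest times. That text seems left over from another experiment and was not used. Each library pooled about 200 root segments.

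The authors deposited 1 table of raw read counts per library, with a line per gene locus below 4 summary lines for unmapped, multimapping, unassigned and ambiguous reads. The tables have no header, and the labels name no aligner, genome build or annotation. Their layout is that of the gene count output of STAR, which is an inference from the layout alone. Each table gives counts without regard to strand and counts for each strand. The strand that held most reads was used, and it carried between 95.4% and 96.3% of the reads assigned by strand. Multimapping and ambiguous reads, as counted in the summary lines, were not used, so genes with near-identical copies or overlapping neighbours could be undercounted, and for these the counting is uncertain.

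The tables list 32833 loci. Of these, 32548 were matched to a gene table of assembly TAIR10.1, which was used only for names, gene products, neighbouring genes, gene length, base content and the sequence upstream of genes. No coordinates are given, because the build behind the counts is not stated. Some symbols of the gene table differ from those used here: ARF7 is listed as NPH4, PLT3 as AIL6, PLT5 as AIL5 and RAPTOR1B as RAPTOR1.

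Counts were analysed with edgeR 4.0.16 in R 4.3.3. Loci were filtered with filterByExpr on the 8 groups, which left 21290, of which 21205 were in the gene table. Library sizes were scaled with TMM, whose factors lay between 0.957 and 1.04. All 24 libraries entered 1 quasi-likelihood fit with a mean per group and robust estimation. The common biological coefficient of variation was 0.143. A gene counts as called in a comparison when its p-value, adjusted with the Benjamini-Hochberg method over all tested genes of that comparison, was under 0.05. Standard errors of log2 fold changes were computed as the size of the change divided by the square root of the F statistic. CPM values, counts scaled to a common library size, use the TMM-scaled library sizes.

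Across genes, 16 comparisons were made. Of these, 10 compare 2 groups: IAA against NPA in each genotype with and without estradiol, estradiol against solvent in each genotype under NPA and under IAA, and amiR-TOR against Col-0 without estradiol under NPA and under IAA. The other 6 test interactions, that is whether 1 effect differs between levels of another factor. The adjustment was made within each comparison and not across them.

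An auxin score was computed for each library as the mean of log2(CPM + 1) over the genes called with a log2 fold change of at least 1 for IAA against NPA, both with and without estradiol, in a fit of the Col-0 libraries alone. The difference between the IAA effect with and without estradiol in the amiR-TOR libraries was tested with a two-sided exact permutation test that permuted the estradiol labels within NPA and within IAA. Scores used numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 under Python 3.11.15, and plots were drawn with matplotlib 3.10.9.

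The samples, the comparisons, the alternatives and the rule for the genes named were chosen before the data were examined. A list of 18 genes of TOR signalling, auxin response and lateral root formation was fixed. In addition, the 5 genes with the largest rise and the 5 with the largest fall were named for the response to IAA in Col-0 without estradiol. The 5 genes with the largest change in either direction were named for the estradiol effect in amiR-TOR under NPA, the genotype difference under NPA, and the interactions of auxin with estradiol in amiR-TOR, of genotype with estradiol under NPA, and of all 3 factors. Each had to be called, to average at least 1 CPM over all libraries and, except in the interaction of all 3 factors, to change the same way in each of the 3 sets of same-numbered libraries. Counts for the fixed list are also given with the adjustment made over the list alone.

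Replicate numbers 1 to 3 recur in each group of the labels, which do not say whether equal numbers share a plate or a day. The fit without a replicate block is the one reported, and the fit with the number as a block was an alternative. Whether equal numbers pair the libraries was checked by correlating deviations from the group means across genes. Over all 84 pairs of same-numbered libraries the mean correlation was -0.005, against 0.003 for libraries of unequal numbers.

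Further alternatives were RLE size factors, no filter on low counts, only the groups compared in the fit, the DESeq2 1.42.0 Wald test, and leaving out each replicate of the compared groups in turn. For the auxin score they were the median over genes, a set from Col-0 without estradiol alone, a log2 fold change of at least 2, log2(CPM + 0.1), RLE size factors and a replicate block. After the data were seen, 3 more were added for the comparisons across genes. They were counts without regard to strand, a covariate marking libraries with more than 20% unmapped reads, and leaving those libraries out.

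Scripts were tested on counts simulated from the real means, library sizes and dispersions, with 200 genes changed, drawn only from those above a lower limit of mean CPM. For 2-fold changes, 95% of them were called in the response to IAA of amiR-TOR with estradiol, 78.5% in the interaction of auxin with estradiol in amiR-TOR and 21.5% in the interaction of all 3 factors, with 9, 9 and 0 false calls among 21040 tested genes. For 4-fold changes the shares were 99.5%, 99% and 95.5%, with 12, 11 and 12 false calls among 21041. No gene was called in a comparison simulated without change. In 200 simulated sets of scores, the exact permutation test gave p under 0.05 in 5.5% with no shift and in 44% with 1 group shifted by 1 log2 unit. With such a shift p depends on the order of the unshifted NPA values, so a larger shift would hardly raise that share. The simulated spread within groups was also wider than that of the real scores. The permutation takes estradiol to have no effect under either treatment.

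A share of reads in 1 library is given with its 95% Wilson interval, and the smallest CPM that 3 counts can show lay between 0.0741 and 0.349. Intervals and floors cover counting error only, since reads amplified by PCR are not independent molecules. A fold change against a group whose libraries all lay at or under that floor is given as a lower bound computed against the floor. Gene set tests used camera of limma 3.58.1 and random sets matched on expression. Splits of the samples exchanged labels between the groups compared and repeated the fit.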

Results

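Read counts per gene were obtained for 24 root libraries in 8 groups of 3, which cross genotype (Col-0 or amiR-TOR), estradiol (with or without) and treatment (NPA or IAA). According to the series title, the study examines gene expression during lateral root induction in the wild type and after knock-down of TOR. The total of reads per library lay between 9687525 and 44273249. Gene counts lay between 8589833, in replicate 2 of amiR-TOR on IAA without estradiol, and 40494513, in replicate 3 of Col-0 on NPA with estradiol, with a median of 21340901. Between 21980 and 23943 genes had at least 1 count. The 10 genes with the most counts took between 3.10% and 6.07% of a library.

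Replicates of a group correlated across genes with Pearson r between 0.983 and 0.996 on the scale of log2(CPM + 1); genes are not independent replicates. Each pair of replicates differed by more than counting noise, with a chi-square per degree of freedom between 4.82 and 50.5. The leading principal component held 60.5% of the variance, the next 17.01% and the following one 5.71%.

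The share of unmapped reads differed between libraries. In 19 libraries it lay between 1.56% and 12.1%. The other 5 libraries had more. Replicate 1 of Col-0 on IAA had 47.57% (95% Wilson interval 47.56% to 47.59%). Col-0 on IAA with estradiol had 35.18% (35.17% to 35.20%) in replicate 2 and 31.66% (31.64% to 31.68%) in replicate 3. Replicate 1 of Col-0 on NPA had 33.99% (33.97% to 34.01%), and replicate 1 of amiR-TOR on IAA with estradiol had 25.75% (25.74% to 25.77%). Because these 5 libraries are unevenly spread over the groups, each comparison was repeated with a covariate for them. Sequencing dates are not given in the labels, and no other grouping of the libraries was used as a batch.

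**Figure D1:**
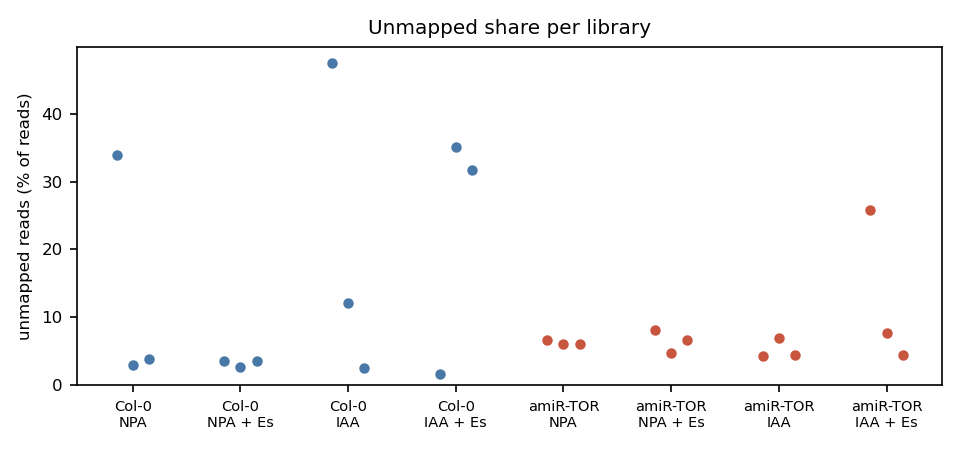
Unmapped reads as a percent of all reads of a library, with 1 point per library and 3 libraries per group (blue for Col-0, red for amiR-TOR, Es for estradiol). 5 libraries lie between 25.75% and 47.57%, and the other 19 between 1.56% and 12.1%.

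The gene targeted by the artificial microRNA was examined before other genes. TOR (AT1G50030) had 64.7 ± 13.4 CPM (SD, n = 3) in Col-0 on NPA, 70.6 ± 5.66 CPM on NPA with estradiol, 57.0 ± 9.43 CPM on IAA and 69.5 ± 7.86 CPM on IAA with estradiol. In amiR-TOR it had 56.9 ± 6.33 CPM on NPA, 27.0 ± 5.81 CPM on NPA with estradiol, 63.4 ± 6.31 CPM on IAA and 26.4 ± 1.70 CPM on IAA with estradiol. Each of the 6 amiR-TOR libraries with estradiol lay under each of the 6 without. The log2 fold change for estradiol in amiR-TOR was -1.08 ± 0.154 (SE) under NPA (adjusted p = 2.37e-05, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment) and -1.26 ± 0.155 under IAA (adjusted p = 9.83e-06). In Col-0 it was 0.12 ± 0.150 under NPA and 0.29 ± 0.151 under IAA, and neither was called (adjusted p = 0.594 and 0.448, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). The estradiol effect on TOR differed between the genotypes by -1.20 ± 0.215 under NPA and by -1.55 ± 0.216 under IAA (adjusted p = 0.00349 and 0.000130, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Without estradiol, TOR did not differ detectably between amiR-TOR and Col-0, with -0.18 ± 0.151 under NPA and 0.16 ± 0.152 under IAA.

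**Figure D2:**
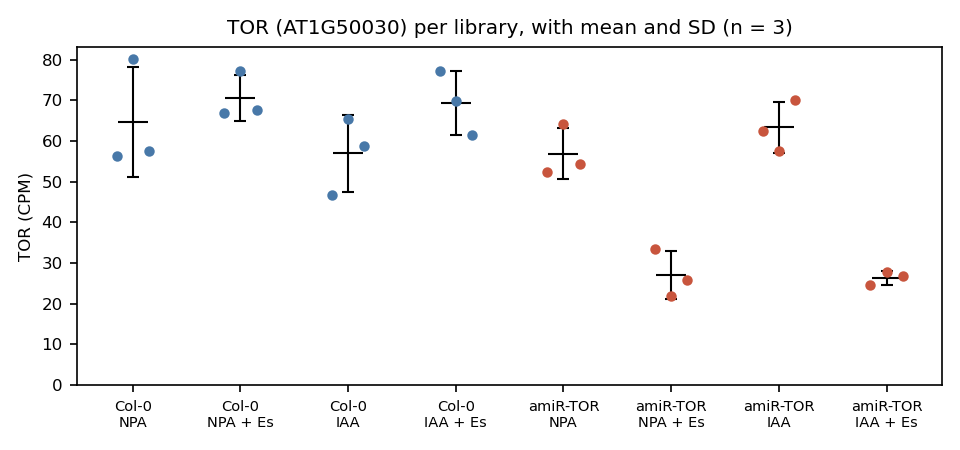
TOR (AT1G50030) in CPM, with 1 point per library, the mean of each group and bars of 1 SD (n = 3, blue for Col-0, red for amiR-TOR, Es for estradiol). The amiR-TOR groups with estradiol average 27.0 CPM on NPA and 26.4 CPM on IAA, and the other 6 groups between 56.9 and 70.6 CPM.

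IAA was compared with NPA in each genotype, with and without estradiol, to ask which genes respond to auxin under conditions that induce lateral roots. Of 21290 tested genes, 13479 were called in Col-0 without estradiol, 6668 higher and 6811 lower. In Col-0 with estradiol 12618 were called, 6370 higher and 6248 lower. In amiR-TOR without estradiol 11239 were called, 6231 higher and 5008 lower. In amiR-TOR with estradiol 8337 were called, 4378 higher and 3959 lower. In amiR-TOR the side with more genes depended on the processing, with 5535 higher and 5622 lower without estradiol when counted without regard to strand, and with estradiol 3658 higher and 4650 lower with RLE size factors, 3827 and 4888 with the DESeq2 Wald test, and 1302 and 1652 among called genes with a log2 fold change of at least 1 in size. A log2 fold change of at least 1 in size was reached by 6306, 5285, 4502 and 2954 of the called genes, in the order of the 4 comparisons. In Col-0 the side with more genes was not fixed either. Without estradiol, 3485 of the 6306 were higher and 2821 lower. With only the groups compared in the fit, 6001 were higher and 5807 lower there. In Col-0 with estradiol 6174 were higher and 6238 lower without regard to strand. Called in all 4 comparisons were 5802 genes, of which 5769 had 1 sign throughout, 3207 higher and 2562 lower. For Col-0 without estradiol, the alternative that moved the count most, apart from leaving out replicates, was fitting only the groups compared, with 11808 genes. Deviations of same-numbered libraries correlated at 0.201 in Col-0 without estradiol and at -0.185 in amiR-TOR with estradiol. With the replicate number as a block, 13360 and 8136 genes were called in these comparisons.

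The fixed list of 18 genes was examined in the same comparisons. In Col-0 without estradiol 14 of them were called, all higher, with log2 fold changes between 1.05 and 8.41. In Col-0 with estradiol 14 were called, all higher, between 0.36 and 9.16. In amiR-TOR without estradiol 14 were called, all higher, between 0.51 and 9.63. In amiR-TOR with estradiol 13 were called, all higher, between 1.25 and 8.10. Adjusting over the list alone gave 14, 14, 14 and 15, the last with 1 gene lower. LBD16 (AT2G42430) rose from 9.17 ± 1.45 to 130.5 ± 11.99 CPM (SD, n = 3) in Col-0 without estradiol, a log2 fold change of 3.83 ± 0.170 (SE), and GATA23 (AT5G26930) from 0.924 ± 0.437 to 78.0 ± 9.73 CPM, a change of 6.38 ± 0.286. PUCHI (AT5G18560) rose from 0.478 ± 0.178 to 168.9 ± 24.6 CPM, a change of 8.41 ± 0.223. The adjusted p-values of these 3 genes were 1.30e-14, 5.47e-14 and 1.63e-18 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). ARF7 (AT5G20730) and LST8-1 (AT3G18140) were called in none of the 4 comparisons, with log2 fold changes between -0.12 and 0.17 for ARF7 and between -0.02 and 0.11 for LST8-1. RAPTOR1B (AT3G08850) was called with estradiol in Col-0 (0.36 ± 0.147), a call lost in 5 of the 6 fits that each left out 1 replicate, and without estradiol in amiR-TOR (0.51 ± 0.149). CYCB1;1 (AT4G37490) was called only in Col-0 without estradiol (1.05 ± 0.251), and its fall of -0.57 ± 0.236 in amiR-TOR with estradiol was not called but passed the threshold with RLE size factors (-0.63), counts without regard to strand (-0.61), a covariate for libraries of high unmapped share (-0.61), the DESeq2 Wald test (-0.63) and in 2 of the 6 fits that each left out 1 replicate.

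Among all genes, the 5 largest rises in Col-0 without estradiol were those of GAD5 (AT3G17760), UMAMIT15 (AT5G13670), AT2G03740, MES17 (AT3G10870) and AT1G07690. In the NPA libraries, 4 of these lay at or under the floor of 3 counts. They were at least 156.8-fold higher for GAD5, 78.3-fold for UMAMIT15, 178.7-fold for AT2G03740 and 25.6-fold for AT1G07690. MES17 rose from 0.357 ± 0.0718 to 278.0 ± 34.1 CPM (SD, n = 3), a log2 fold change of 9.57 ± 0.281 (SE). The 5 largest falls were those of AT1G05650, at least 34.4-fold lower, AT4G30460 (-7.98 ± 0.499), AT5G46900 (-7.82 ± 0.578), AT4G30450 (-7.09 ± 0.423) and NRT1.5 (AT1G32450, -6.86 ± 0.297). NRT1.5 dropped from 1430.0 ± 234.1 to 12.4 ± 4.19 CPM. The adjusted p-values of these 10 genes lay between 1.89e-17 and 3.43e-08 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Each changed the same way in 3 of 3 same-numbered pairs of libraries.

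Estradiol was compared with its solvent in each genotype, which gives the effect of the inducer itself in Col-0 and of the inducer plus the induced construct in amiR-TOR. In Col-0 under NPA 4616 genes were called, 2635 higher and 1981 lower, 445 of them with a log2 fold change of at least 1 in size. Under IAA 218 genes were called in Col-0, of which 97 were lower and the rest higher. In amiR-TOR 7027 genes were called under NPA, 4249 higher and 2778 lower, and 4021 under IAA, 1914 higher and 2107 lower. Without regard to strand 3258 were higher and 3287 lower under NPA, and of the called genes with a log2 fold change of at least 1 in size 554 were higher and 663 lower there. The 2 comparisons under NPA shared 2751 called genes, 2698 with the same sign. Deviations of same-numbered libraries correlated at -0.137 in amiR-TOR under NPA and at 0.133 under IAA. With the replicate number as a block, 6828 and 3824 genes were called there. For Col-0 under IAA the count depended on the processing, with 68 genes when only the groups compared were fitted, 574 with the DESeq2 Wald test and between 58 and 746 over the fits that each left out 1 replicate.

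**Figure D3:**
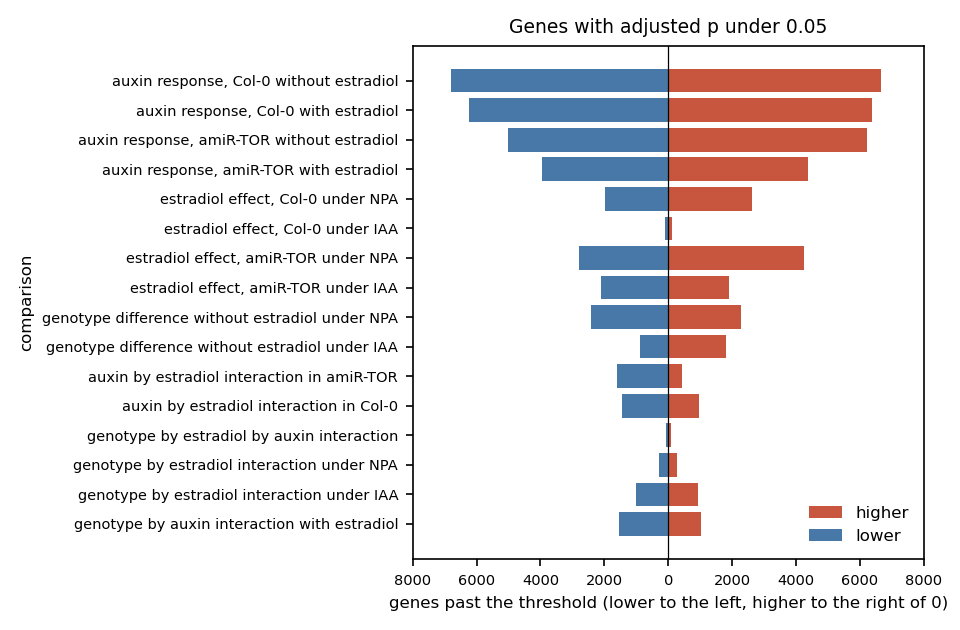
Number of genes with an adjusted p-value under 0.05 in each of the 16 comparisons (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), with genes that were lower as bars to the left of 0 and genes that were higher as bars to the right. The count runs from 153 genes for the interaction of all 3 factors to 13479 for the response to IAA in Col-0 without estradiol.

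The 5 largest changes with estradiol in amiR-TOR under NPA were rises. By group means, AT1G56710 was at least 1441-fold higher, AT1G71470 at least 140.7-fold and SBT5.4 (AT5G59810) at least 53.9-fold. Each was at or under 3 counts in the NPA libraries without estradiol. In replicates 1 to 3 with estradiol AT1G56710 had 107.6, 472.2 and 98.2 CPM. AT1G71470 had 7.91, 51.1 and 7.18 CPM, and SBT5.4 had 2.82, 18.3 and 4.28 CPM. These 3 bounds thus rest largely on replicate 2. MIR319a (AT4G23713) rose from 0.296 ± 0.0944 to 321.1 ± 66.7 CPM (SD, n = 3), a log2 fold change of 10.02 ± 0.456 (SE), and AT5G05840 from 1.77 ± 0.180 to 647.0 ± 254.9 CPM, a change of 8.51 ± 0.284. Their adjusted p-values lay between 8.02e-15 and 0.00371 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), and each rose in 3 of 3 same-numbered pairs. On IAA with estradiol, MIR319a reached 822.9 ± 195.1 CPM and AT5G05840 1004 ± 192.8 CPM in amiR-TOR. In the Col-0 groups their means lay between 0.0944 and 0.394 CPM and between 1.67 and 2.53 CPM. The call of AT1G71470 was lost when only the groups compared were fitted.

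**Figure D4:**
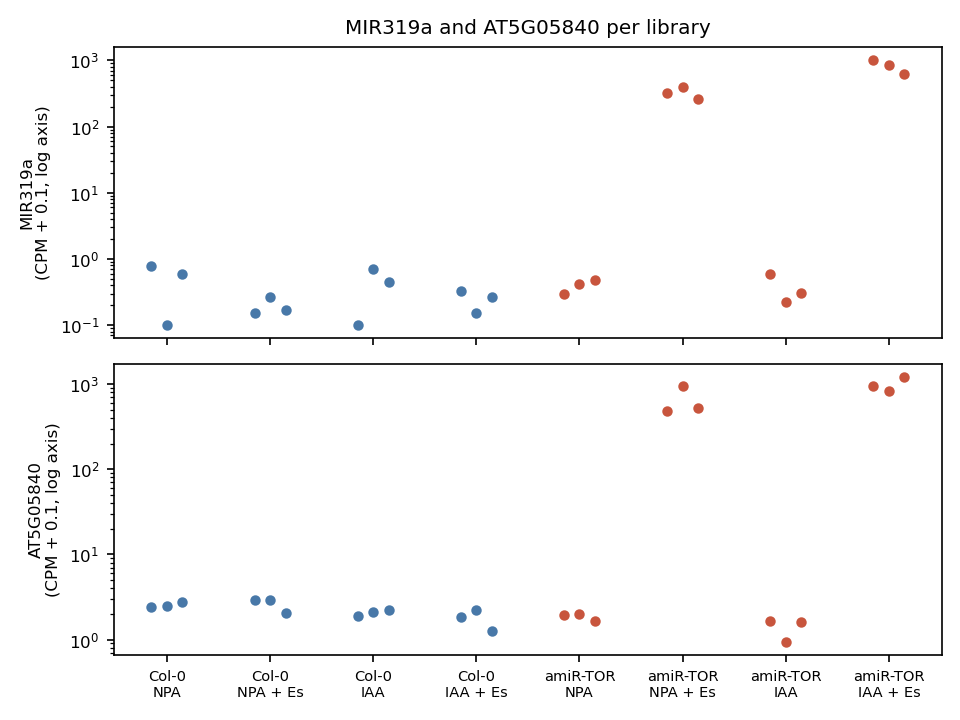
MIR319a (top) and AT5G05840 (bottom) in CPM plus 0.1 on a log axis, with 1 point per library and 3 libraries per group (blue for Col-0, red for amiR-TOR, Es for estradiol). The 6 amiR-TOR libraries with estradiol lie between 256.4 and 1003 CPM for MIR319a and between 479.7 and 1214 CPM for AT5G05840, above the other 18 libraries in both.

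amiR-TOR was compared with Col-0 without estradiol to measure how far the line differs before induction. Under NPA 4714 genes were called, 2283 higher and 2431 lower in amiR-TOR, and 949 of them changed by a log2 fold change of at least 1 in size, 766 higher and 183 lower. Under IAA 2688 genes were called, 1813 higher and 875 lower, with 840 higher and 68 lower at that size. The share of higher genes under IAA was 67.4%, against 55.4% with RLE size factors. Both comparisons called 1272 genes, 1219 with the same sign. Under NPA the 5 largest changes were rises of CYP71A13 (AT2G30770, at least 74.2-fold), AT4G19970 (at least 71.6-fold), AT3G24510 (at least 28.4-fold), AT1G06137 (at least 19.3-fold) and CYP71A12 (AT2G30750), which rose from 1.17 ± 0.579 to 326.6 ± 40.3 CPM (SD, n = 3). The adjusted p-values of these 5 genes lay between 0.000157 and 0.00858 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), with rises in 3 of 3 same-numbered pairs. The bounds are those of group means. CYP71A13 was uneven, with 18.1, 9.63 and 2.64 CPM in replicates 1 to 3 of amiR-TOR on NPA. CYP71A12 also reached 74.8 and 86.4 CPM in replicates 2 and 3 of Col-0 on IAA with estradiol, which are of high unmapped share. It reached 25.6 CPM in replicate 3 of Col-0 on NPA with estradiol, which is not. The other Col-0 libraries with estradiol had between 1.309 and 1.665 CPM, and the Col-0 libraries without estradiol at most 1.75 CPM.

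Whether estradiol changed the response to IAA was tested as an interaction in each genotype. In amiR-TOR 2038 genes were called, 425 with a more positive and 1613 with a more negative response to IAA when estradiol was present. In Col-0 2387 genes were called, 955 more positive and 1432 more negative. Both comparisons called 709 genes, 676 with the same sign. Of the genes called in amiR-TOR, 1806 (88.6%) had the same sign in Col-0. Across all tested genes, which are not independent replicates, the interactions of the 2 genotypes correlated at Pearson r = 0.256. The difference between them, the interaction of genotype, estradiol and auxin, was called for 153 genes, 76 higher and 77 lower, while 2396 genes had an unadjusted p-value under 0.05. Of the 153 genes, 85 were also called in the interaction in amiR-TOR and 100 in that in Col-0. The interaction of all 3 factors gave 373 genes with the DESeq2 Wald test.

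Of the fixed list, 3 genes were called in the interaction of auxin with estradiol in amiR-TOR, also when adjusted over the list alone, and 8 had an unadjusted p-value under 0.05. They were PUCHI (-1.52 ± 0.444), PLT3 (AT5G10510, -0.98 ± 0.170) and PLT5 (AT5G57390, -1.21 ± 0.241), with adjusted p-values of 0.0306, 0.000862 and 0.00247 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). The call of PUCHI was lost in 5 of the 12 fits that each left out 1 replicate. In amiR-TOR on NPA, PLT3 had 20.1 ± 0.614 CPM without and 37.0 ± 5.31 CPM with estradiol (SD, n = 3). On IAA it had 93.8 ± 5.01 and 87.7 ± 4.68 CPM. For PUCHI the means on NPA were 0.183 and 0.774 CPM, close to the floor of 3 counts, and on IAA 144.1 ± 4.95 and 212.4 ± 18.5 CPM. In Col-0 3 of the list were called in the same interaction, LBD18 (-1.46), CYCD3;1 (AT4G34160, -1.07) and PLT3 (-0.94). PLT3 thus changed by a similar amount in both genotypes. In the interaction of all 3 factors none was called over all genes, and 2 had an unadjusted p-value under 0.05. These 2, PUCHI (-2.27 ± 0.596) and LBD18 (AT2G45420, 1.55 ± 0.403), had adjusted p-values of 0.0847 and 0.0826 over all genes (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment) and were called over the list alone. The value of LBD18 arose mainly in Col-0, since its interaction in amiR-TOR was 0.085 and was not called.

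The 5 largest interactions of auxin with estradiol in amiR-TOR were those of ABCG8 (AT5G52860, -4.84 ± 1.21), NRT1.8 (AT4G21680, -3.84 ± 0.610), IAA5 (AT1G15580, -3.32 ± 0.595), PGAZAT (AT2G41850, -3.27 ± 0.737) and DES1 (AT5G28030, -2.97 ± 0.595). Their adjusted p-values lay between 0.000507 and 0.0153 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), with the same sign in 3 of 3 same-numbered sets. ABCG8 and PGAZAT lay at or under 3 counts in each amiR-TOR library on NPA without estradiol, so the sizes of their interactions are not well determined. In those libraries IAA5 had 3, 5 and 2 counts and DES1 4, 6 and 2, so their sizes are uncertain too. On IAA in amiR-TOR, PGAZAT was higher with estradiol, at 132.1 CPM against 101.3 CPM without. IAA5 had 32.95 ± 11.2 CPM on IAA without and 8.51 ± 0.791 CPM with estradiol in amiR-TOR (SD, n = 3), and 25.7 ± 3.45 and 27.8 ± 7.89 CPM in Col-0.

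The 5 largest interactions of all 3 factors were those of HSFA2 (AT2G26150, -4.61 ± 0.406), NRT1.8 (-4.13 ± 0.861), AT3G19430 (3.46 ± 0.620), HSP90.1 (AT5G52640, -3.41 ± 0.519) and MBF1C (AT3G24500, -3.38 ± 0.413), with adjusted p-values between 1.54e-06 and 0.0213 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). HSFA2 rose with estradiol from 1.84 ± 0.331 to 19.3 ± 2.21 CPM in amiR-TOR on NPA and from 4.44 ± 0.870 to 21.7 ± 3.49 CPM in Col-0 on IAA (SD, n = 3). It had 1.32 ± 0.297 and 1.74 ± 0.395 CPM in Col-0 on NPA, and 13.8 ± 1.74 and 22.3 ± 3.43 CPM in amiR-TOR on IAA.

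Whether the estradiol effect differed between genotypes was tested under each treatment. Under NPA 558 genes were called, 265 higher and 293 lower in amiR-TOR (281 and 262 with RLE size factors), and under IAA 1952 genes, 946 higher and 1006 lower. Both called 239 genes, 216 with the same sign. The 5 largest differences under NPA were those of MIR319a (11.93 ± 1.25), AT5G05840 (8.50 ± 0.382), AT5G40620 (7.55 ± 1.82), AT1G09421 (6.57 ± 0.871) and RL3 (AT4G36570, -5.48 ± 0.946). Their adjusted p-values lay between 4.27e-12 and 0.0319 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), with the same sign in 3 of 3 same-numbered sets. RL3 lay at or under 3 counts in each amiR-TOR library on NPA with estradiol, so the size of its interaction is not well determined. MIR319a, AT5G40620 and AT1G09421 had at most 15 counts in each Col-0 library on NPA, so their sizes are uncertain too. For MIR319a the change with estradiol under NPA was 10.02 in amiR-TOR and -1.92 in Col-0, the latter from these few counts. AT5G40620 was not called in 9 of the 12 fits that each left out 1 replicate, nor in the fits without the low-count filter, without the libraries of high unmapped share or with only the groups compared. The response to IAA with estradiol differed between the genotypes for 2550 genes, 1018 higher and 1532 lower in amiR-TOR. The same comparison was not made without estradiol, so this count may include differences between the lines that precede induction. The interaction of all 3 factors, which subtracts them, was called for 153 genes.

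The auxin score, the mean of log2(CPM + 1) over 2187 genes raised by IAA in Col-0, was compared within amiR-TOR. Without estradiol it was 2.96 ± 0.0627 (SD, n = 3) on NPA and 4.43 ± 0.0416 on IAA. With estradiol it was 3.26 ± 0.0220 on NPA and 4.31 ± 0.0560 on IAA. The response to IAA was 1.48 without and 1.05 with estradiol, a difference of -0.43 (two-sided exact permutation test over 400 permutations, p = 0.005, the smallest they can give). Under NPA the score was 0.31 higher with estradiol, and under IAA it was lower by 0.12. In Col-0, whose libraries defined the gene set, it was 2.80 ± 0.0766 on NPA, 3.02 ± 0.0834 on NPA with estradiol, 4.54 ± 0.0581 on IAA and 4.58 ± 0.0211 on IAA with estradiol. The response to IAA there was 1.74 without and 1.56 with estradiol, a difference of -0.18 that was not tested. The alternative that moved the difference most was log2(CPM + 0.1), with -0.55. With labels exchanged only between same-numbered libraries the difference of -0.43 had p = 0.0312 by the exact permutation test, the smallest that 64 permutations can give.

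**Figure D5:**
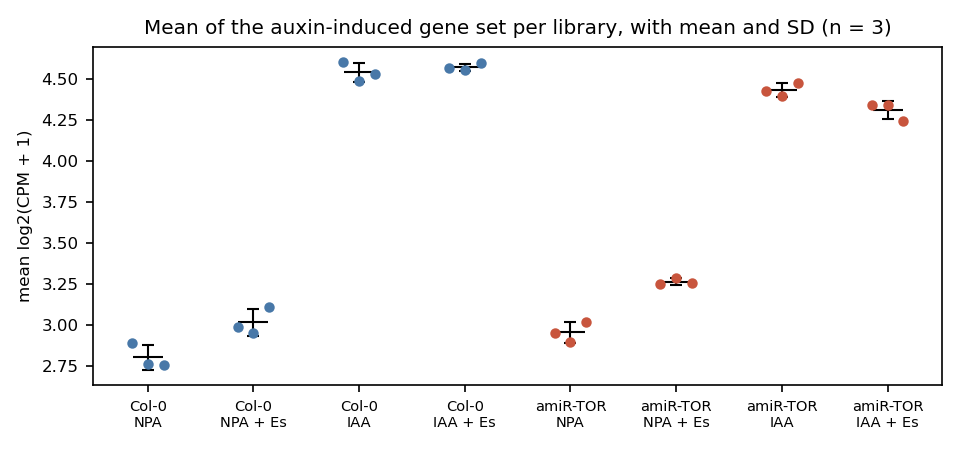
Mean log2(CPM + 1) of 2187 genes raised by IAA in Col-0, with 1 point per library, the mean of each group and bars of 1 SD (n = 3, blue for Col-0, red for amiR-TOR, Es for estradiol). In amiR-TOR the groups average 2.96 and 3.26 on NPA and 4.43 and 4.31 on IAA, without and with estradiol.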

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

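The tests that shuffled residuals, the list of heat shock genes, the counts of genes shared with the fits that use a covariate and both tests of the unmapped reads were chosen only after the results they bear on were seen.

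Several effects differed between groups when the difference itself was tested. The response to IAA differed with estradiol for 2038 genes in amiR-TOR and 2387 in Col-0, and this interaction differed between the genotypes for 153 genes. The estradiol effect differed between the genotypes for 558 genes under NPA and 1952 under IAA, and the response to IAA with estradiol differed between them for 2550. The last count may include differences between the lines that were present without estradiol.

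Whether other divisions of the same libraries give as many genes was counted by exchanging the estradiol labels, or for the last interaction the genotype labels, between same-numbered libraries. This parts as many same-numbered pairs as the real division. Of the 32 splits each, as many genes as in the real one, which is included, were called in 4 for auxin with estradiol in amiR-TOR, 2 in Col-0, 7 for genotype with estradiol under NPA, 3 under IAA and 8 for genotype with auxin under estradiol. For the interaction of all 3 factors 9 of the 60 splits drawn did so. By this count no interaction stood apart from the other splits. Exchanging all labels on one side alone, however, turns the difference of 2 effects into their sum, so genes that estradiol or the genotype changes under both conditions are called in such splits. The count is therefore a demanding one where main effects are large, and it cannot separate the interactions from those effects.

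A second test removed the main effects and, for all 3 factors, the interactions of pairs of factors. It shuffled the residuals 100 times and applied limma with Benjamini-Hochberg adjustment to log2 CPM of the compared groups. Real data gave 2254 genes for auxin with estradiol in amiR-TOR, 1424 in Col-0, 147 for all 3 factors, 565 and 1191 for genotype with estradiol under NPA and IAA, and 2120 for genotype with auxin under estradiol. The highest shuffle reached 17, 414, 57, 8, 1 and 932 genes in that order. In each of the 6 interactions 1 of the 101 arrangements, the real one, gave as many. On simulated data with 200 changed genes the test called 206, and 3 of 100 shuffles gave as many. By the shuffles, division by chance alone did not give these counts, while the label exchanges leave it open.

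For the interaction of auxin with estradiol in amiR-TOR, an effect of estradiol that does not need the construct was weighed. Of the 2038 genes, 88.6% had the same sign in Col-0, which carries no construct. This is consistent with estradiol itself, or handling shared by both genotypes, shaping much of that interaction, so it cannot be attributed to the knock-down of TOR as a whole. Bias by gene length was tested with the correlation of the interaction with length across genes (Spearman rho -0.011). Bias by base content was tested likewise (rho -0.092). Both correlations were weak. No fit corrected for length or base content, so a small part of either in the calls is not excluded. With a covariate for the 5 libraries of high unmapped share, 2491 genes were called, among them 1990 of the 2038.

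The auxin score showed the same interaction, with -0.43 in amiR-TOR. In Col-0, whose libraries defined the gene set, the same difference was -0.18, with a rise of 0.21 with estradiol under NPA, so part of it is seen without the construct. Whether the genotypes differ in it was not tested. In amiR-TOR the score rose by 0.31 with estradiol under NPA, so the smaller response to IAA reflects a higher start more than a lower end. Of the genes singled out, PUCHI (-1.52), PLT3 (-0.98), PLT5 (-1.21), ABCG8 (-4.84), NRT1.8 (-3.84), IAA5 (-3.32), PGAZAT (-3.27) and DES1 (-2.97) had a more negative response to IAA with estradiol in amiR-TOR. For PUCHI and PGAZAT this did not come from a lower level on IAA. Their means rose there with estradiol, from 144.1 to 212.4 CPM and from 101.3 to 132.1 CPM. It came from their values on NPA, which without estradiol lay close to the floor. NRT1.8 also differed from Col-0 in the interaction of all 3 factors (-4.13). For PUCHI that difference from Col-0 was -2.27 ± 0.596, which was not called over all genes (adjusted p = 0.0847) but was called over the fixed list alone, as was that of LBD18 (1.55 ± 0.403). The difference for LBD18 arose mainly in Col-0, with -1.46 there and 0.085 in amiR-TOR. For PLT3 (-0.04 ± 0.242) and PLT5 (-0.53 ± 0.366) the difference from Col-0 was called neither over all genes nor over the list. ABCG8, IAA5, PGAZAT and DES1 were tested for the interaction of all 3 factors with all other genes. Its values for them are not given here, so no statement is made on whether they differ from Col-0.

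The interaction of all 3 factors was led by HSFA2 (-4.61), NRT1.8 (-4.13), AT3G19430 (3.46), HSP90.1 (-3.41) and MBF1C (-3.38). HSFA2, HSP90.1 and MBF1C belong to the heat shock response, so a list of other heat shock genes was written before it was tested. Of the 20 tested, 4 were called in this interaction, against at most 3 in 10000 random lists matched on expression, so the list stood at percentile 100. Genes of the same response may change together, which the random lists do not reproduce, so this percentile can overstate the evidence. Among the 20, 15 had a negative interaction, with a median of -1.01. Their median change with estradiol was 0.71 in Col-0 under IAA, -0.28 in Col-0 under NPA, -0.08 in amiR-TOR under NPA and 0.002 in amiR-TOR under IAA. By its median the list thus shifted mainly in Col-0 under IAA, which carries no construct. HSFA2, HSP90.1 and MBF1C, which are not in the list, also rose in amiR-TOR under NPA. HSP90.1 went with estradiol from 52.7 ± 10.1 to 330.8 ± 102.3 CPM on NPA and from 71.9 ± 10.9 to 186.3 ± 46.3 CPM on IAA in amiR-TOR (SD, n = 3), and MBF1C from 43.4 ± 6.15 to 70.2 ± 12.5 CPM on NPA. In Col-0 on IAA HSP90.1 went from 59.97 ± 17.89 to 147.8 ± 25.6 CPM. A difference in temperature or handling between the plates of some groups is a candidate explanation, and an effect of the knock-down on these 3 genes is not excluded. With a covariate for libraries of high unmapped share 190 genes were called, among them 148 of the 153 with the same sign. This speaks against that share as the source of most of the interaction, although 2 of the 3 libraries of Col-0 on IAA with estradiol are of that class and the fit without them could not be made.

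TOR itself differed between the genotypes in its estradiol effect (-1.20 under NPA and -1.55 under IAA), in the direction the construct is designed for. The largest differences under NPA were those of MIR319a (11.93), AT5G05840 (8.50), AT5G40620 (7.55), AT1G09421 (6.57) and RL3 (-5.48). Apart from that of AT5G05840, these sizes rest on few counts in some of the groups.

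Artificial microRNAs are often built into the precursor of miR319a, and reads of the induced construct may then be counted at MIR319a. The labels do not give the construct's sequence. If the endogenous miR319a had risen, its target mRNAs would have fallen, but the median log2 fold change of 5 target genes over both treatments was 0.128. Single values went both ways, between -0.18 and 1.76 under NPA and between -0.56 and 0.43 under IAA. The targets thus did not fall as a set, but values this mixed do not exclude a rise of functional miR319a. Reads from the construct remain a candidate source. For AT5G05840 the activity of a transgene inserted close by was tested, and 0 of 14 other tested genes within 20 kb rose with estradiol in amiR-TOR under both treatments, with log2 fold changes under NPA between -0.58 and 0.84. The estradiol-responsive activator of such constructs carries the DNA-binding part of LexA, so a LexA-like operator was sought in the 1000 bp upstream of AT5G05840, and 0 matches were found. The reference sequence thus shows no operator there, but an operator carried by an inserted construct would not appear in it, and an insertion that drives AT5G05840 alone would leave its neighbours unchanged. A transgene inserted close by is therefore not excluded, and no other explanation was tested.

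A set of 42 genes rose with estradiol by a log2 fold change of at least 1 in amiR-TOR under both treatments. These genes differed from Col-0 by as much in both tests. Fold change alone did not define the set. By group means AT1G56710, AT1G71470, SBT5.4 and AT5G40620 also changed this way, but they are not in it. Of the 42, 0 had a LexA-like operator upstream, against 120 of the 21205 genes scanned (0.566%). This placed the set at percentile 0.0 of 10000 random sets. Random sets had a median of 0 and at most 4, so this test could hardly have shown fewer operators, only more. Insertion of the construct among the 42 genes was tested by the number of set members within 20 kb of another. It was 4 and lay at percentile 95.93, under the limit set for this test. SBT5.4 (AT5G59810) is close by locus number to the members AT5G59840 and AT5G59845. The count therefore depends on which genes the set holds. All 42 genes were also called under NPA in amiR-TOR without the libraries of high unmapped share. None of those libraries is in the groups compared, so they bear on this comparison only through the shared filter and dispersions, and the test says little. An effect of the knock-down, or of the construct apart from TOR, may underlie this set, and the design has no second construct to separate them.

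Reads that mapped nowhere took 47.57%, 35.18%, 31.66%, 33.99% and 25.75% in replicate 1 of Col-0 on IAA, replicates 2 and 3 of Col-0 on IAA with estradiol, replicate 1 of Col-0 on NPA and replicate 1 of amiR-TOR on IAA with estradiol, against at most 12.1% in the other 19 libraries. The 5 libraries are consecutive in the order of submission, which 5 of 24 libraries would be by chance with probability 0.000471. In their groups, 5 of 5 detected fewer genes than each library of low unmapped share. In 4 of the 5 gene counts were also lower than in those libraries, so depth may account for part of this. Both observations are consistent with a step of preparation or sequencing that these libraries shared, and reads of another organism or adapter reads are possible too. What the unmapped reads are was not tested, since the tables hold only their number, and no biological explanation was tested.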

How the results depend on the processing

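The counts without regard to strand, the covariate for libraries of high unmapped share and the fits without those libraries were chosen only after the data were seen.

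Under the 8 settings other than leaving out 1 replicate at a time, all but 7 of the counts of called genes lay within 1.5 times the reported count. The DESeq2 Wald test called 574 genes in place of 218 for the estradiol effect in Col-0 under IAA, 373 in place of 153 for the interaction of all 3 factors, and 1079 in place of 558 for genotype with estradiol under NPA. Without the libraries of high unmapped share the last was 878. With only the groups compared in the fit, 68 genes were called for the estradiol effect in Col-0 under IAA, 1533 in place of 2387 for auxin with estradiol in Col-0, and 1206 in place of 1952 for genotype with estradiol under IAA. For each of these the cause was not tested. The fits without those libraries could not be made where they left a group with fewer than 2 libraries, which holds for the response to IAA and the interaction with estradiol in Col-0 with estradiol, its estradiol effect under IAA, and the interactions of all 3 factors, of genotype with estradiol under IAA and of genotype with auxin under estradiol. The interaction of all 3 factors uses all groups, so fitting only those compared changes nothing there.

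Across the fits that each left out 1 replicate, the count ran from 12492 to 13070, 11314 to 11949, 9722 to 10643 and 6799 to 7946 for the response to IAA in Col-0 without and with estradiol and amiR-TOR without and with estradiol. For the estradiol effect it ran from 2043 to 5294 in Col-0 under NPA, 58 to 746 in Col-0 under IAA, 4838 to 6425 in amiR-TOR under NPA and 2370 to 3859 in amiR-TOR under IAA. For the genotype difference it ran from 2853 to 4709 under NPA and 1494 to 2577 under IAA. For auxin with estradiol it ran from 1265 to 2119 in amiR-TOR and 1208 to 3608 in Col-0, for all 3 factors from 89 to 238, for genotype with estradiol from 294 to 634 under NPA and 1135 to 1956 under IAA, and for genotype with auxin under estradiol from 1498 to 3001. Where these left the 1.5-fold range, the cause was not tested.

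The replicate number as a block gave 12491 and 11065 genes for the response to IAA in Col-0 with and amiR-TOR without estradiol, 4367 and 204 for the estradiol effect in Col-0 under NPA and IAA, and 4485 and 2525 for the genotype difference under NPA and IAA, where deviations of same-numbered libraries correlated between -0.080 and 0.073. For the interactions it gave 1926 and 2144 for auxin with estradiol in amiR-TOR and Col-0, 129 for all 3 factors, 461 and 1752 for genotype with estradiol under NPA and IAA, and 2366 for genotype with auxin under estradiol.

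The share of higher genes moved by more than 10 points in these cases. For the genotype difference under IAA it was 67.4%, against 55.4% with RLE size factors and 53.6% with DESeq2. For genotype with auxin under estradiol it was 39.9%, against 27.2% with RLE size factors, 29.2% with DESeq2 and 28.8% with only the groups compared. With only the groups compared it was 32.1% in place of 20.9% for auxin with estradiol in amiR-TOR, and 24.9% in place of 47.5% for genotype with estradiol under NPA. Without regard to strand it was 49.8% in place of 60.5% for the estradiol effect in amiR-TOR under NPA. Among the fits that each left out 1 replicate, it fell from 55.5% to 41.0% and 35.1% for the estradiol effect in Col-0 under IAA without replicates 1 and 3 on IAA, so that most genes were lower, and rose to 78.3% for the genotype difference under IAA without replicate 2 of amiR-TOR on IAA. Apart from leaving out replicates, the side with more genes also changed for the response to IAA in Col-0 (only the groups compared without, no regard to strand with estradiol) and in amiR-TOR (both of these without, RLE and DESeq2 with estradiol), for the estradiol effect in Col-0 under IAA (covariate) and in amiR-TOR under NPA (no regard to strand), for the genotype difference under NPA (no filter, no regard to strand, only the groups compared), for all 3 factors (no filter, block, no regard to strand, covariate) and for genotype with estradiol under NPA (RLE, DESeq2, covariate).

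The difference in the auxin score kept its sign and its side of the threshold under each setting tried for it. It was -0.37 (exact permutation p = 0.02) for the median over genes. For the set from Col-0 without estradiol alone (3392 genes) it was -0.46. For the set with a log2 fold change of at least 2 (643 genes) it was -0.34. With log2(CPM + 0.1) it was -0.55 and with RLE size factors -0.45. The settings chosen only after the data were seen were not run for the score. Leaving out 1 amiR-TOR library at a time gave -0.46 to -0.40, with exact permutation p between 0.005 and 0.01.

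Pairs of a gene and a comparison were followed for the genes named by rule, for TOR in the estradiol and genotype comparisons, for the rest of the fixed list in the responses to IAA, and for the genes of the list whose interactions are given. Of these pairs, 98 kept sign and side of the threshold under each setting. Another 20 changed 66 times, 30 weaker, 19 stronger and 17 reversed, of which 17 (4, 10 and 3) were not from leaving out a replicate. The fixed list without TOR, which was not followed there, makes 27 other pairs with the interactions of auxin with estradiol in amiR-TOR and of all 3 factors, none of them called and 5 with an unadjusted p-value under 0.05. Of the 27, 15 did not change, 10 changed sign under at least 1 setting, and 2, LBD33 and GATA23 in amiR-TOR, passed the threshold under at least 1. With the covariate for high unmapped share, the response to IAA in Col-0 with estradiol reversed for LST8-1 (-0.041) and ARF7 (0.13), and the cause was not tested. Over the fits that each left out 1 replicate, LST8-1 ran from -0.10 to 0.069 and from -0.077 to 0.15 in Col-0 without and with estradiol and from -0.024 to 0.017 in amiR-TOR without estradiol. ARF7 ran from -0.26 to 0.0085 in Col-0 without and from -0.017 to 0.23 in amiR-TOR with estradiol, TOR from -0.28 to 0.0015 for the genotype difference under NPA, and PLT3 from -0.23 to 0.058 for all 3 factors, where it was 0.039 without regard to strand. None of these genes was called in those comparisons, and the cause of the reversals was not tested. Leaving out a replicate cost the call of PUCHI in 5, ABCG8 in 2 and PGAZAT in 1 of 12 fits in auxin with estradiol in amiR-TOR, of NRT1.8 in 4 of 24 in all 3 factors, of AT5G40620 in 9 of 12 in genotype with estradiol under NPA and of RAPTOR1B in 5 of 6 in the response to IAA of Col-0 with estradiol. Calls were gained too. PUCHI passed the threshold for all 3 factors with DESeq2, with the covariate and in 2 fits that left out a replicate, and LBD18 with DESeq2 and in 2 such fits. RAPTOR1B did so for the response to IAA in amiR-TOR with estradiol under the covariate (0.46), without the libraries of high unmapped share (0.42), with only the groups compared (0.34) and in 1 such fit, and in Col-0 without estradiol in 2 such fits.

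Depth limits genes near 3 counts per library, for which sizes of interactions are poorly determined. Simulated 2-fold changes were called in 21.5% of genes for the interaction of all 3 factors, so its 153 genes leave out many changes of that size if they exist. Genes of low CPM were not among those changed in the simulation, and for them the share may be lower.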

Other observations

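The test of a shift along the auxin response and the counts of genes shared with other fits were chosen only after the results they bear on were seen; the other tests here were not.

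Each of the 10 comparisons of 2 groups was repeated on other splits of its 6 libraries. In each, 1 of the 4 splits that part as many same-numbered pairs, the real one, gave as many called genes, as did 1 of all 10 splits. With 3 against 3 libraries the share cannot be under 0.1, so division by chance cannot be excluded by this count. For the estradiol effect in Col-0 under IAA, with 218 genes, the highest of the other splits called 155. In each of the other 9 comparisons the other splits called at most 23.

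Estradiol changed 4616 genes in Col-0 under NPA although the line carries no construct. A candidate explanation is a small shift along the auxin response. Over 2343 genes raised by IAA in amiR-TOR without estradiol, the mean log2(CPM + 1) in Col-0 was 0.226 higher with estradiol under NPA. The 3 libraries with estradiol lay between 3.04 and 3.19 and the 3 without between 2.82 and 2.98 (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 can give). Under IAA the difference was 0.0115 (exact permutation p = 0.8). The shift remains a hypothesis. With a covariate for libraries of high unmapped share 5209 genes were called, among them 4271 of the 4616 with the same sign, so that share does not account for most of the effect.

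amiR-TOR differed from Col-0 without estradiol in 4714 genes under NPA. A chromosome segment linked to the construct was tested by counting called genes in 59 windows of 2 Mb. The highest share was 38.0% (186 of 489 tested genes, on chromosome 1), against 22.2% over all nuclear genes, and stood at percentile 98.81 among the highest shares of 10000 random sets, above the limit of 37.0% set for this test. This is consistent with a local difference on chromosome 1, which may hold a linked variant or a cluster of coregulated genes, and which accounts for few of the 4714 genes. Without the 5 libraries of high unmapped share 5627 genes were called, among them 4044 of the 4714 with the same sign, so those libraries do not account for most of the difference. Whether the seed lots or their growth differed was not tested.

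A lower level of mRNAs for cytosolic ribosomal proteins after the knock-down was tested with camera on 159 tested genes of 169. The set holds genes whose product is named a ribosomal protein and whose annotation mentions the cytosolic ribosome, and is not purely cytosolic, since 1 product is named mitochondrial ribosomal protein L11. The difference in the estradiol effect between genotypes had a median of 0.14 on the log2 scale in the set under NPA and of -0.10 under IAA. In that order 146 and 40 of the 159 genes were higher, and both comparisons had an adjusted p = 0.733 (camera of limma, Benjamini-Hochberg adjustment over 6 comparisons). The test estimated the correlation between genes of the set at 0.742. With estradiol the median of the set rose by 0.46 in Col-0 and 0.60 in amiR-TOR under NPA, and changed by -0.16 and -0.23 under IAA. Even the rise in amiR-TOR under NPA, with 156 of the 159 genes higher and 125 of them called one by one, had an adjusted p = 0.489 in the same test. The test could therefore hardly have shown a shift of the size at issue, and it neither shows nor excludes a lower level. With the small preset correlation of camera in its place, the adjusted p-values of the 2 differences were 0.0154 and 0.0191, upward under NPA and downward under IAA, so the result depends on how the correlation is set. On simulated counts camera found a set lowered by 0.5, but there genes varied independently, so this does not show its power here.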
